A study of Gallus gallus with 24 samples.

How the data were processed

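The deposited value table of the series was used as given, with 19200 spots in 48 blocks on each of 24 arrays. The log2 ratios of the channels were normalized by the authors before deposit, as the deposited values show, since each of the 48 blocks is centred near 0 on 23 arrays and not on 7 wk replicate 1. The log base, the direction of the ratio, the scanner, the background correction and the normalization method are not stated in the sources used here. The range of the values, from -3.88 to 3.69, speaks against log10, log2 was taken as the usual scale, and a natural logarithm is not excluded. No further normalization was applied. Gene symbols came from the probe annotation, which named 10601 probes, and 8599 probes had no symbol. Probes of a gene were averaged, and a feature was kept with a value on at least 3 of 4 arrays at each age. The annotation repeats 2 accessions on 123 probes, most of them under STUB1 and DIO1. No genome coordinates were used.

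Features were tested in limma (version 3.58.1) with a coefficient for each age, which carries the sign of the dye orientation, and 1 term common to all arrays. The common term is the common profile. The average over ages, each age, the interaction (moderated F test over ages) and a linear trend were taken from this model, two-sided, with Benjamini-Hochberg adjustment over 14855 features and a threshold of 0.05. The columns as deposited, without turning, were tested for ages in the same way. The number of arrays limits the precision. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Before these tests 175 missing values were filled with the fitted values of the model. Of 29 lists, 25 had at least 5 measured members. No gene of the list of yolk precursors was measured, and lymphocyte markers, bile duct markers and the W chromosome had 4, 4 and 3 genes.

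The model, the lists, most alternatives and the rule for naming genes were fixed before the data were examined. The rule named called genes with the largest change and the same sign on all 4 arrays of an age, the 3 features with the smallest p in a comparison without calls, and from each list up to 4 called members or, with none, the member with the smallest p. The restriction of the 3 features with the smallest p to those with a symbol was added after the data were seen. FASN, ACACA, SCD and GPAM, and the genes that differ between ages as deposited, were named after their values were seen. Genes of the common profile were picked, also afterwards, from the 12 largest called values in each direction with the same sign on at least 20 of 24 arrays, and by the rule for lists.

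Known changes were added to noise of the same size as a test of the model, with 200 changed features in each of 3 runs. The noise was drawn independently for each feature, whereas residuals in random lists of 25 real features had a median pairwise r of 0.188. For the average over ages 55.3% of changes of 1.1-fold, 86.7% of 1.2-fold and 99.3% of 1.5-fold were recovered, with 11.7 false among 181 calls on average. For 7 wk 27.3% of changes of 1.2-fold, 79.3% of 1.5-fold and 97.3% of 2-fold were recovered, with 8.67 false among 160. A list shifted by 0.1 was called in 3 of 3 runs, and 0 other lists were called. Since real features were correlated, these rates may not hold for the real data, least of all for lists.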

Results

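Hepatic transcript levels of growing chickens were compared on 24 two-colour cDNA arrays, each of which held liver RNA of 1 bird of the fat line (FL) and 1 bird of the lean line (LL) at the same age. Both lines came from divergent selection on abdominal fat, which was carried on for 7 generations. Birds were sampled at 6 ages from 1 to 11 wk, every other wk, with 4 arrays per age, so that each genotype was represented by 4 birds at each age. On replicates 1 and 3 of each age the FL sample was in channel 1, and on replicates 2 and 4 it was in channel 2. A log ratio was deposited for between 18795 and 18970 of the 19200 spots on each array, and 14855 features were tested, of which 6385 were genes with a symbol and 8470 were single unnamed probes. The labels give neither the log base nor the direction of the ratios, and do not say whether dye-swapped arrays had already been turned. Ratios are given here as log2 with the standard error (SE) of the fit, and unless stated otherwise they were turned by the dye labels. A positive turned value stands for FL over LL if the deposited ratio is channel 2 over channel 1, which is an assumption, so values are reported with their sign and not as higher in either genotype.

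The arrays differed in 3 respects that bear on the comparisons. The median log2 ratio lay between -0.02 and 0.03 on 23 arrays, and each block of spots was centred near 0 on them, whereas 7 wk replicate 1 had a median of 0.33 and was not centred within blocks. The columns of 7 wk replicate 1 and 11 wk replicate 4 had the highest correlation of the deposited values, with r = 0.798 across 18686 spots, against 0.707 for the next pair, where spots are not independent replicates. With the mean of each spot removed, this pair had r = 0.663 and 1 wk replicates 3 and 4 had 0.759. On 1 wk replicate 4 the profile ran against most other arrays (r = -0.311 with their mean across features), and it correlated under -0.3 with 4 of the 11 arrays of its own dye orientation. With 1 wk replicate 3, of the opposite orientation, it correlated at 0.575 as deposited. The direction of 1 wk replicate 4 was therefore not settled, and counts with its sign turned are given where they differ. Without turning for dye, 22 of the 24 columns correlated above 0 with the mean of the others, so that a common profile ran through both dye orientations.

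**Figure D1:**
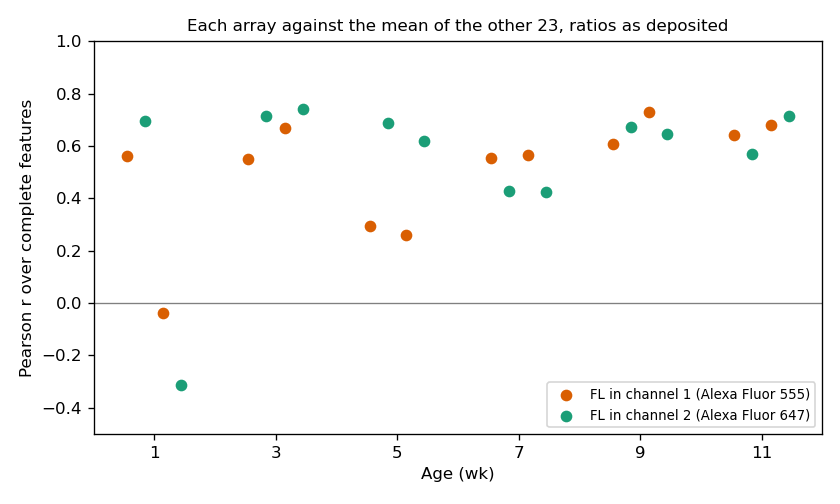
Pearson correlation (y axis, no unit) of each array with the mean of the other 23 arrays across features, with ratios as deposited, by age in wk (x axis); each point is 1 array, coloured by the channel that held the FL sample. Columns of both dye orientations lay above 0, apart from 1 wk replicate 3 at -0.04 and 1 wk replicate 4 at -0.31.

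The first comparison asked which hepatic genes differed between FL and LL birds irrespective of age. Genes of lipid synthesis showed no difference that passed the test. THRSP, a regulator of hepatic lipogenesis, had a mean log2 ratio of -0.14 ± 0.07 (SE, n = 24 arrays), FASN, the fatty acid synthase, 0.07 ± 0.10, and ACACA, the acetyl-CoA carboxylase, -0.03 ± 0.10. Similar values were measured for SCD, the stearoyl-CoA desaturase (0.02 ± 0.04), and for GPAM, which starts glycerolipid synthesis (0.05 ± 0.13). With limma, 0 of the 14855 features passed an adjusted p of 0.05, while 496 features (3.34%) had an unadjusted p under 0.05. Unchanged features would give a share of 0.05, so these p-values may be too large. The adjusted p was 1.00 for every gene named in this paragraph and the next. The spread between arrays left a median 95% confidence interval of ± 0.07 log2 units, and for 99.9% of features that interval lay within 1.5-fold in either direction. With a dye term for each age, 1 feature was called, namely POC1B, and with the columns taken as already turned 6129 features were called.

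The smallest p-values belonged to POC1B, a centriole protein, with -0.25 ± 0.06 and the same sign on 17 of 24 arrays, to PPIC, a cyclophilin that assists protein folding, with -0.16 ± 0.04, and to ZBTB41, a zinc finger protein, with -0.10 ± 0.03. PPIC had the same sign on 18 arrays, with -0.49 at 7 wk, the age with the uncentred array, and from -0.22 to -0.06 at the other ages. In glucose and amino acid metabolism, GYS2, the liver glycogen synthase, had a value of -0.09 ± 0.03 and the same sign on 19 of 24 arrays, and GPT2, the mitochondrial alanine aminotransferase, had 0.23 ± 0.08 and the same sign on 18. For GPX3, a secreted glutathione peroxidase, the value was -0.15 ± 0.05, and for EPHX2, the soluble epoxide hydrolase, it was -0.14 ± 0.04. EPHX2 was the 1 member of any list that was called when p-values were adjusted over the list alone. It had the same sign on only 14 of 24 arrays, with -0.43 at 7 wk and from -0.22 to 0.01 at the other ages. The members with the smallest p in the other lipid lists were NSDHL of cholesterol synthesis (-0.08 ± 0.05), DECR1 of fatty acid oxidation (-0.08 ± 0.04), NPC2 of cholesterol transport (-0.08 ± 0.04) and AKR1D1 of bile acid synthesis (-0.07 ± 0.06). For plasma proteins they were F13A1, a coagulation factor (-0.04 ± 0.02), MASP1, a protease of the complement system (0.06 ± 0.04), and AHSG, fetuin A (-0.07 ± 0.06). The thyroid hormone receptor THRA (-0.05 ± 0.03), the clock repressor NR1D2 (-0.07 ± 0.02) and the chaperone cofactor SDF2L1 (0.07 ± 0.04) completed the hepatic lists.

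Among 25 gene lists tested on the mean over ages, the 46 ribosomal protein genes and the 27 genes of amino acid and urate metabolism were called by camera with a preset correlation. The ribosomal protein genes had a mean log2 ratio of -0.06, with 6 positive members and an adjusted p of 1.2e-04, and RPL35 of the large subunit had -0.11 ± 0.03. Genes of amino acid and urate metabolism had a mean of 0.03, with 17 positive members and an adjusted p of 0.00178. The estimated correlation was 0.242 for ribosomal proteins and 0.233 for the amino acid list, against the preset 0.01. With it the adjusted p of both lists was 0.984, and fry gave 0.909. With 1 wk replicate 4 turned the other way, the adjusted p of the amino acid list was 0.233, without that array it was 0.237, and with arrays centred and scaled 0.12. Without 1 wk replicate 3, 6 lists were called, and with the columns taken as already turned 7, the amino acid list then being negative. The other lists of hepatic functions had means from -0.03 for lipoprotein and lipid transport to 0.02 for coagulation, and none was called. None of the marker lists of other cell types was called either, and their means ranged from -0.04 for pancreas markers (CPA1, -0.09 ± 0.03) and -0.03 for adipocyte markers (PPARG, -0.06 ± 0.03) to 0.00 for genes of proliferating cells (BUB1, -0.04 ± 0.03). The macrophage receptor CSF1R had -0.04 ± 0.03, the collagen gene COL6A3 -0.06 ± 0.03, the endothelial gene ENG -0.05 ± 0.03, the erythrocyte anion exchanger SLC4A1 -0.04 ± 0.04 and the muscle troponin TNNT3 -0.05 ± 0.06. Of lists with too few measured members for a test, CD3E of T cells had -0.04 ± 0.04, EPCAM of bile duct cells -0.04 ± 0.04 and the W-linked HINTW -0.03 ± 0.04. The median of all features at 7 wk was -0.08, and -0.01 with arrays centred on their medians. This offset enters every mean over ages, so small negative means need not belong to the gene or list.

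The next comparisons asked at which age the genotypes differed. At 1 wk the smallest p-values were those of ZBTB41 (-0.21 ± 0.07), of GPR183, an oxysterol receptor of immune cells (-0.63 ± 0.21, negative on 4 of 4 arrays), and of MASP1 (0.31 ± 0.11, positive on 4 of 4). At 3 wk they were those of FURIN, a proprotein convertase (0.64 ± 0.19), of CD74, the invariant chain of MHC class II (0.42 ± 0.13, positive on 4 of 4), and of AGT, angiotensinogen (0.62 ± 0.21, positive on 2 of 4). At 5 wk they were those of LOC417447 (-0.53 ± 0.14), of GBE1, the glycogen branching enzyme (-0.40 ± 0.12, negative on 4 of 4), and of AP3M1, a vesicle adaptor subunit (0.40 ± 0.13). At 11 wk replicate 4 belongs to the look-alike pair. The smallest p-values there were those of POC1B (-0.67 ± 0.14, negative on 4 of 4), of ARL6IP1, a membrane protein of the endoplasmic reticulum (-0.39 ± 0.09), and of FMO4, a flavin-containing monooxygenase (-0.36 ± 0.09). None of these values passed the correction, with adjusted p = 1.00 for each. In limma 0 features were called at 1, 3, 5 and 11 wk, where 69, 123, 174 and 452 features had an unadjusted p under 0.05. These were 0.46%, 0.83%, 1.17% and 3.04% of features, each below the share of 0.05 that unchanged features would give. The p-values at these ages may thus be too large, so the 0 calls are weak evidence for the absence of a difference. The median interval at a single age was ± 0.17 log2 units, or 1.13-fold. With the 4 arrays of an age fitted alone, 134 features were called at 5 wk, among them LOC417447 (adjusted p = 0.0086), with a dye term for each age 1 feature was called at 11 wk, namely POC1B, and with 1 wk replicate 4 turned the other way 1 feature was called at 1 wk. With the columns taken as already turned, 18, 946, 11 and 1543 features were called at these ages.

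Several gene lists were called at single ages in camera with the preset correlation of 0.01. The estimated correlation was far higher, with 0.335 for cholesterol synthesis, 0.242 for ribosomal proteins and 0.307 for macrophage markers. The p-values from the preset may therefore be far too small. At 1 wk the 16 genes of cholesterol synthesis and uptake had a mean of 0.06 (adjusted p = 0.0399) and the ribosomal protein genes -0.12 (3.0e-11). At 3 wk the 13 markers of macrophages and antigen presentation had a mean of 0.11 with 10 positive members (adjusted p = 1.6e-04), and CD74 was the 1 member called when adjusted over the list alone. Amino acid and urate metabolism (0.06) and xenobiotic metabolism (-0.10) were called at that age with an adjusted p of 0.0217 each. At 5 wk the lists called were glucose and glycogen metabolism (-0.07, 0.0281), chaperones and the unfolded protein response (-0.09, 0.0274), ribosomal proteins (-0.12, 1.5e-08) and the mitochondrial respiratory chain (-0.05, 0.0376), each given as mean log2 ratio and adjusted p. At 7 wk acute phase and other plasma proteins had a mean of 0.04 (0.0135), and amino acid and urate metabolism a mean of 0.02 (0.0399) with a negative median (-0.02) and a negative direction in fry. With an estimated correlation none of these calls held, with adjusted p = 0.948 for cholesterol synthesis and 0.59 for ribosomal proteins at 1 wk, 0.869 at 3 wk, 0.915 at 5 wk and 0.953 at 7 wk, and fry called 0 lists. Whether a list differed between ages was not tested.

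At 7 wk, GLCCI1, a gene induced by glucocorticoids, had a log2 ratio of -0.50 ± 0.07 (SE, n = 4 arrays, adjusted p = 0.00726). PICK1, a scaffold protein with a PDZ domain (-0.52 ± 0.11, adjusted p = 0.0364), ASNSD1 (-0.51 ± 0.12, 0.0478) and PPIC (-0.49 ± 0.10, 0.0271) also passed. All 4 genes were negative on 4 of 4 arrays, as the rule for naming genes required. In total 163 features were called, 65 of them with a symbol. All 163 had a negative ratio, 120 of them on all 4 arrays, and 126 reached 1.2-fold. An unadjusted p under 0.05 was found for 2762 features. The shift was broad, since 80.6% of all features were negative at this age and the median of all features was -0.08. It rested largely on 7 wk replicate 1, the array with the uncentred ratios. Without that array 9 features were called, with each array centred on its median 7, and without both look-alike arrays 1, whereas 1501 were called without 7 wk replicate 3, 302 without replicate 2 and 64 without replicate 4. Values without 7 wk replicate 1 were -0.40 for PICK1 (adjusted p = 0.237), -0.38 for ASNSD1 (0.314) and -0.42 for PPIC (0.18), and without both look-alike arrays GLCCI1 had -0.37 (0.0645). With the columns taken as already turned, 3499 features were called, 3239 of them positive, and neither GLCCI1 (0.03) nor ASNSD1 (0.25) was among them.

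At 9 wk 1 feature was called, ADAP1, which encodes an ArfGAP of phosphoinositide signalling, with -0.51 ± 0.08 and negative on 4 of 4 arrays (limma adjusted p = 0.0303), and 483 features had an unadjusted p under 0.05. Its value stayed at -0.51 under the replicate block and under array weights, but the adjusted p was then 0.0978 and 0.0732, and it was 0.187 without 9 wk replicate 2. With the columns taken as already turned ADAP1 had -0.05 and was not called. The interaction of genotype with age asked whether the ratio changed between ages, and 0 features were called, with 588 (3.96%) at an unadjusted p under 0.05. The 3 smallest values were those of SPATA46 and GLCCI1 (adjusted p = 0.253 each) and ADAP1 (0.4). Without 7 wk replicate 3 the interaction had 4 calls, among them SPATA46 (adjusted p = 0.0146), and the mean over ages had 1. For a linear trend with age 0 features were called, with 234 (1.58%) at an unadjusted p under 0.05. The shares for interaction and trend were below 0.05, so these p-values may be too large as well. The largest evidence was for NUDT5, a hydrolase of ADP-sugars, with a change of 0.82 ± 0.24 over the 10 wk, for GATM, which makes the creatine precursor guanidinoacetate, with 1.69 ± 0.50, and for FURIN with -0.71 ± 0.22, each with adjusted p = 1.00. Between ages the turned ratios shared little, with a mean r of 0.01 over the 15 pairs of ages and a range from -0.19 to 0.19 across features, which are not independent replicates. With the columns taken as already turned that mean was 0.499, so the reading depends on the direction of the columns. Over arrays of opposite dye orientation only it was -0.379, where the common profile enters with opposite signs.

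The common profile, which does not change sign with dye orientation, held the strongest reproducible values on these arrays. It may be a dye effect, if the columns are fixed ratios of the channels, or a difference between the genotypes, if the submitters had turned the columns before deposit. A mixture or another source was not tested. Its sign is given as deposited. Among the genes with negative values were HSD11B1B, which interconverts active and inactive glucocorticoids (-1.06 ± 0.12, SE, n = 24 arrays, same sign on 23), CFI, complement factor I (-0.79 ± 0.13), ADH6, an alcohol dehydrogenase (-0.76 ± 0.17), APOH, beta-2-glycoprotein I (-0.73 ± 0.11), and TTR, the thyroid hormone carrier transthyretin (-0.59 ± 0.08, negative on 24 of 24). Among the genes with positive values were CTDSPL2, a phosphatase-like protein (0.83 ± 0.13), SCARA5, a ferritin receptor (0.78 ± 0.09, positive on 24 of 24), MMP2, a matrix metalloproteinase (0.67 ± 0.11), LAMB1, a laminin chain (0.61 ± 0.06), SPARC (0.46 ± 0.07) and FBN1, fibrillin (0.34 ± 0.04). The limma term common to both orientations was called for 5591 features, 3590 positive and 2001 negative, of which 1177 reached 1.2-fold. The profile had a standard deviation over features of 0.151, against 0.0407 for the mean of the turned columns. All genes named in this paragraph had an adjusted p of 0.00183 or less.

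By list, 9 of the 15 complement genes were called negative in the common profile and 1 positive, with examples in MBL2, the mannose-binding lectin (-0.47 ± 0.09), and MASP1 (-0.28 ± 0.04). Of 17 acute phase and other plasma proteins 8 were negative and 2 positive, with FETUB (-0.59 ± 0.13), GC, the vitamin D carrier (-0.45 ± 0.09), and CP, ceruloplasmin (-0.33 ± 0.06). Of 21 genes of coagulation 9 were negative and 4 positive, with VTN, vitronectin (-0.60 ± 0.11), F9 (-0.50 ± 0.12), F10 (-0.49 ± 0.08) and, in the other direction, the kininogen KNG1 (0.49 ± 0.07). Of 23 genes of xenobiotic metabolism 13 were negative and 1 positive, with the sulfotransferase SULT1C3 (-0.57 ± 0.12) and the glutathione transferase GSTA3 (-0.52 ± 0.11) against EPHX2 (0.22 ± 0.04). Of 46 ribosomal protein genes 23 were negative, among them RPL17 (-0.52 ± 0.05), and 5 positive. Of 27 genes of amino acid and urate metabolism 11 were negative and 2 positive, with the purine enzyme ATIC at -0.60 ± 0.11. In the mitochondrial respiratory chain 11 of 44 genes were negative and 5 positive, with UQCRFS1 of complex III at -0.55 ± 0.04. These 7 lists were called by camera with the preset correlation, with adjusted p from 1.1e-06 for ribosomal proteins to 0.0207 for coagulation and the respiratory chain. Of them fry called acute phase proteins and xenobiotic metabolism (adjusted p = 0.00119 each), ribosomal proteins (0.00232) and complement (0.0112) negative, but not coagulation and amino acid metabolism (0.0863 each) or the respiratory chain (0.205). The estimated correlation of these lists lay between 0.113 for xenobiotic metabolism and 0.292 for complement. With it camera called none of the 7 (adjusted p = 0.32 for acute phase proteins and xenobiotic metabolism, 0.573 for the other 5).

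Lists of lipid metabolism were mixed in the common profile. Of 25 genes of fatty acid and triglyceride synthesis 6 were called negative and 6 positive, with ACSL1, an acyl-CoA synthetase (-0.49 ± 0.08), HACD2 of fatty acid elongation (-0.45 ± 0.06) and THRSP (-0.33 ± 0.07) against DGAT2, which forms triglycerides (0.14 ± 0.03). Of 16 cholesterol genes 4 were positive, among them MVK (0.21 ± 0.04) and NSDHL (0.27 ± 0.05), and 2 were negative. Fatty acid oxidation had 7 negative and 3 positive calls of 22, with the thiolase ACAA2 (-0.36 ± 0.07) and HADHB of the trifunctional protein (0.16 ± 0.04), and lipid transport 5 and 3 of 15, with APOB, the core protein of lipoproteins, at -0.66 ± 0.16. In glucose metabolism 10 of 28 genes were negative and 5 positive, with the glycolytic enzyme ENO1 (-0.59 ± 0.12) and the gluconeogenic FBP1 (-0.54 ± 0.08). Among markers of other cell types, all calls were positive for 5 of 7 red blood cell genes, 3 of 10 endothelial genes and 3 of 5 adipocyte genes, among them FABP4 (0.18 ± 0.04). Stellate cells and fibroblasts had 10 positive calls and 1 negative call of 17 genes, and skeletal muscle 4 and 1 of 8. Camera called none of the marker lists, whereas fry called these 5 positive, with adjusted p from 0.00144 to 0.0363. Macrophage markers had 4 negative and 2 positive calls of 13, markers of proliferating cells 3 negative and 2 positive of 17, and pancreas markers 1 of each of 6, while over all features 3590 of 5591 calls were positive. Camera called none of the lists for bile acids, endocrine factors, antioxidant enzymes, chaperones and the circadian clock, whose means ranged from -0.07 for chaperones to 0.04 for the clock.

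**Figure D2:**
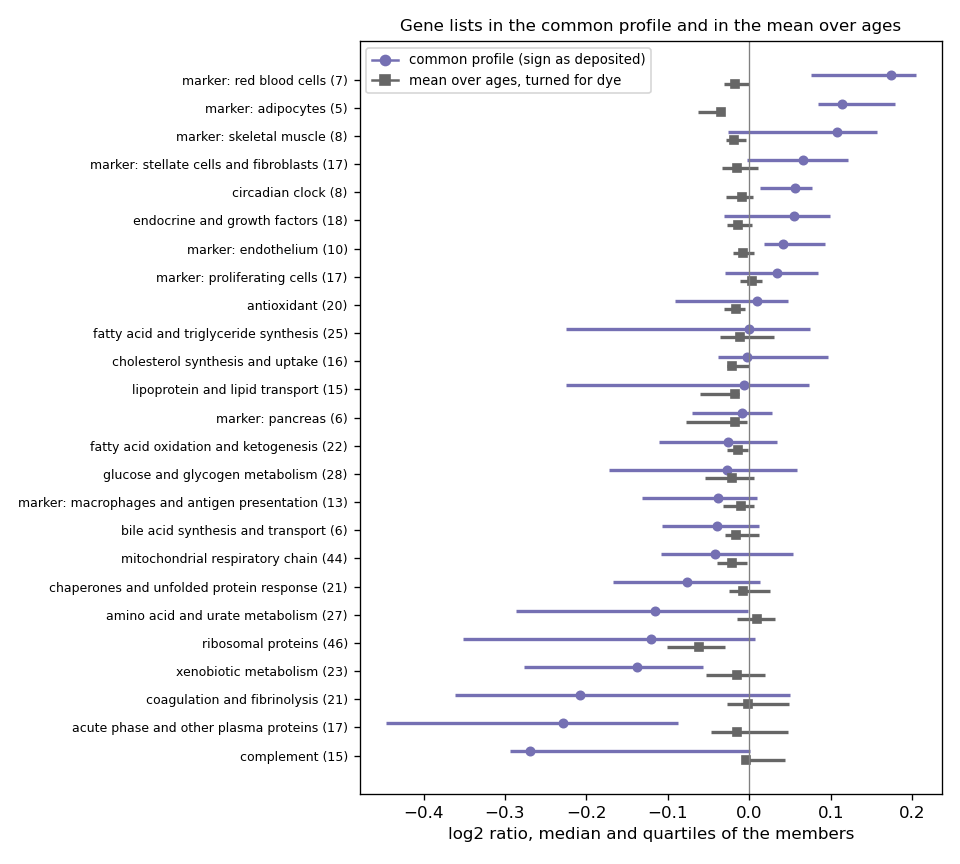
Median (symbol) and quartiles (line) of the log2 ratios (x axis) over the measured members of each of the 25 tested lists (y axis, number of members in parentheses), for the common profile with its sign as deposited and for the mean over ages turned for dye. The medians of complement (-0.27), acute phase proteins (-0.23) and coagulation (-0.21) lay farthest below 0 in the common profile, whereas the turned medians lay between -0.06 and 0.01.

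With the columns as deposited, 727 features differed between ages by the moderated F test and 806 had a linear trend. PCK1, the gluconeogenic phosphoenolpyruvate carboxykinase, changed by 1.29 over the 10 wk (adjusted p = 0.00371), with means of -0.44 at 1 wk and 0.77 at 11 wk. MMP2 changed by 1.15 (adjusted p = 3.0e-04), from 0.24 at 1 wk to 1.41 at 11 wk, and APOB by -1.62 (adjusted p = 0.00211), from 0.39 to -1.46. EIF3M, a subunit of a translation initiation factor, had -0.52 at 11 wk against 0.12 at 1 wk, and the ribosomal protein gene RPL31 had -0.91 against 0.01 (adjusted p for a difference between ages of 3.7e-04 and 4.2e-04). TDG, a DNA glycosylase, had 0.50 at 11 wk against -0.14 at 1 wk (1.0e-04). Per age, the deposited columns gave 18 calls at 1 wk, 946 at 3 wk, 11 at 5 wk, 3499 at 7 wk, 2380 at 9 wk and 1543 at 11 wk. At 7 wk 3239 of the calls were positive, and after each array was centred on its median 1340 were positive and 859 negative. Without 7 wk replicate 1 the counts per age were 80, 2165, 90, 2243, 3288 and 2288, so that 9 wk and not 7 wk had the most, and without 1 wk replicate 4 there was 1 call at 1 wk. The number of features that differed between ages was 491 without 1 wk replicate 4, 1222 without the look-alike arrays and 1304 without 7 wk replicate 1, and the number with a trend was 539, 1267 and 1302. Array batches were not given in the sources used here, so an age cannot be told apart from the day its arrays were made.

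Single arrays varied far more than the means. GPAM ranged from -1.07 to 1.60 and FASN from -0.78 to 1.27 over the turned ratios, and at 9 wk their means were 0.64 ± 1.17 (SD, n = 4) and 0.26 ± 0.85 (SD, n = 4). At 5 wk the spread was smaller, with -0.26 ± 0.14 for GPAM and -0.08 ± 0.09 for FASN. GPT2 was positive at 1, 3 and 5 wk (0.35 ± 0.37, 0.32 ± 0.59 and 0.46 ± 0.41) and near 0 at 9 wk (0.03 ± 0.42). CD74 was 0.42 ± 0.26 at 3 wk and -0.24 ± 0.49 at 9 wk. None of these genes passed the test at any age or in the interaction.

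**Figure D3:**
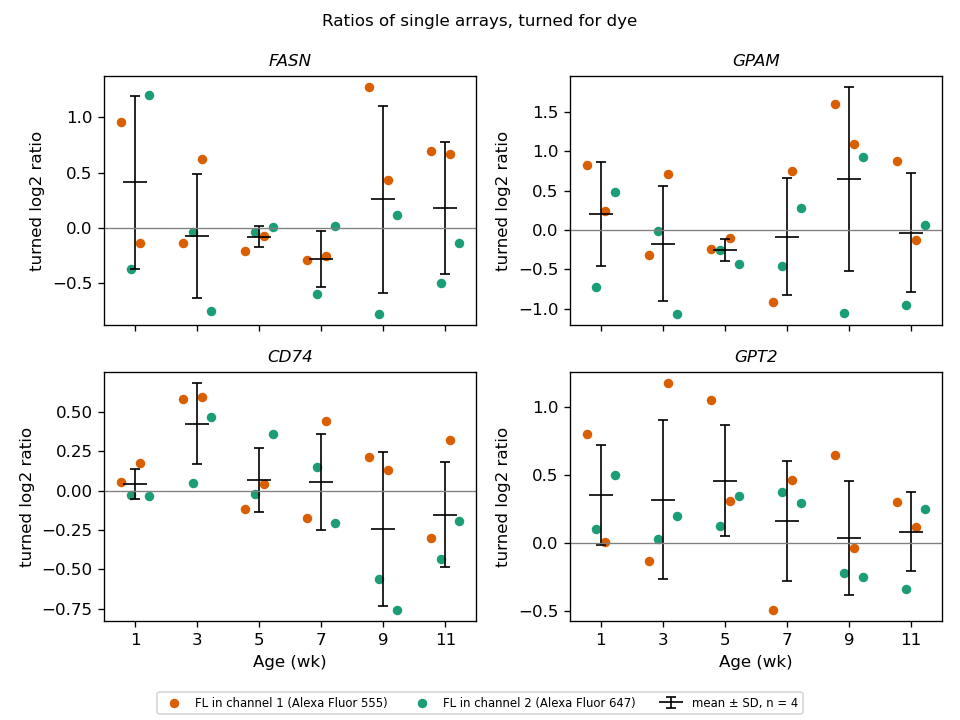
Turned log2 ratio (y axis) of FASN, GPAM, CD74 and GPT2 on each array by age in wk (x axis), with points coloured by the channel that held the FL sample and bars giving the mean ± SD of the 4 arrays of an age. Arrays of one age lay on both sides of 0 for FASN at every age and for GPAM at every age except 5 wk, whereas CD74 was positive on 4 of 4 arrays at 3 wk.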

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

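The tests on the dye and line explanations of the common profile and on the look-alike columns were chosen after the results were seen, and regrouping the columns for the common profile was planned before. The median of 7 wk replicate 1 was 0.33, while the other 3 arrays of that age lay between -0.0036 and 0.0184, which is farther apart than 4 values of a group usually lie. Over 35 sets of 4 arrays tested for such a gap, 1 was past the limit and 1.75 were expected by chance. With the columns as deposited, 727 features differed between ages in the moderated F test.

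A profile was shared by columns of both dye orientations and called 5591 features. Among 100 fits only the real assignment, with 1 sign for all columns, reached this count, and the highest fit with random signs gave 26 features. In the fits with random signs the common profile stayed in the residuals, which lowers their counts. The test therefore shows that most columns share a sign and says little more about chance. Dye-specific labelling, with columns as fixed channel ratios, may explain it: between different clones of 1 gene the profile correlated at 0.112 over all 5068 pairs and at 0.663 over the 200 pairs picked because their array deviations correlate over 0.7, so the answer depends on the selection and a dye effect stays open. A difference between the lines, with columns already turned by the submitters, would give the same sign on both orientations, and 22 of 24 columns correlated above 0 with the mean of the others, as a dye effect would also give. The explanations cannot be told apart, because the direction of the columns is not stated in the sources used here.

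The columns of 7 wk replicate 1 and 11 wk replicate 4 correlated at 0.534 over the 3738 least variable spots, although over all spots with their means removed 1 wk replicates 3 and 4 correlated more highly (0.759 against 0.663). Among the other 275 pairs the highest value was 0.0602, which argues against a similar difference between the birds of both arrays as the source, since birds alike in biology would not share values of spots that vary least. One hybridisation deposited under 2 labels could give this value, and remains a hypothesis. The labels give these 2 columns opposite dye orientation, so with a copy at least 1 of the dye labels would be wrong. Which label would then be right was not tested.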

How the results depend on the processing

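The alternatives that take the columns as already turned, leave out the look-alike columns, turn 1 wk replicate 4 or use the strength of the common profile as a covariate were added after seeing the data, as were most alternatives for the gene lists. Where a value moved, the cause was not tested. Under the settings run, called genes of 7 and 9 wk kept their call in 135 cases, lost it in 68 and reversed in 2, and genes not called stayed so in 1930 cases, moved in 32 and passed in 10. Genes of the common profile kept their call in 3232 cases and lost it in 16. Signal over background is not given in the sources used here, so its limit is unknown.

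The count of 163 features at 7 wk was 13 with no dye term, 292 with a dye term for each age, 7 with each array centred on its median, 0 when also scaled, 29 with array weights, 1 with both look-alike columns left out, 107 with 1 wk replicate 4 turned, 102 with the covariate and 0 with the 4 arrays of that age alone. The 1 feature at 9 wk became 0 with array weights, with both look-alike columns left out and with the 4 arrays alone, and 7 with the covariate. A dye term for each age gave 1 feature for the mean over ages and 1 at 11 wk. With 1 wk replicate 4 turned, 1 feature was called at 1 wk and 1 for the trend. The 4 arrays alone gave 134 at 5 wk.

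With a replicate block in place of the dye term, 93 features were called at 7 wk and 0 at 9 wk. Replicate numbers did not pair the arrays of different ages: deviations of arrays with the same number correlated at -0.0148 on average, and 2 of 24 arrays correlated best with arrays of their own number.

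Taken as already turned, the columns gave 6129 features for the mean, 18, 946, 11, 3499, 2380 and 1543 at the ages in order, 727 for the interaction, 806 for the trend, 7 gene lists and a similarity of 0.499. The genes of amino acid and urate metabolism then reversed to -0.137 (adjusted p under 0.05), ASNSD1 wk7 to 0.25 (0.21) and GLCCI1 wk7 to 0.0283 (0.904). Similarity over arrays of opposite dye orientation only was -0.379.

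The 2 gene lists called for the mean became 0 with an estimated correlation, 0 with fry, 1 when arrays were centred and scaled and 1 with 1 wk replicate 4 turned. The mean of the amino acid list was 0.0376 (adjusted p = 0.12) when centred and scaled and 0.0086 (0.233) with 1 wk replicate 4 turned, and leaving out each array in turn it ranged from 0.0117 (without 1 wk replicate 4, 0.237) to 0.0541 (without 7 wk replicate 1).

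Leaving out each array in turn, the mean over ages had 0 to 1 features (1 without 7 wk replicate 3), 7 wk 9 (without 7 wk replicate 1) to 1501 (without 7 wk replicate 3), 9 wk 0 to 2 (2 without 9 wk replicate 1), the interaction 0 to 4 (4 without 7 wk replicate 3), and gene lists 1 (without 1 wk replicate 4) to 6 (without 1 wk replicate 3). The 7 wk count was also moved by 1 wk replicate 1 (78 without it) and 2 (83), 3 wk replicate 1 (76), 2 (84) and 4 (90), 5 wk replicate 1 (80) and 3 (107), 7 wk replicate 2 (302) and 4 (64) and 11 wk replicate 4 (86). Counts at 1, 3, 5 and 11 wk and the trend stayed at 0, and the common profile ranged from 4997 to 6056.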

Other observations

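The tests of the lipogenic genes were written before their result was seen, whereas the other lists were examined afterwards and the tests by regrouping the columns were chosen after the counts were seen. Beyond the averages, some hepatic genes deviated widely from array to array. TM4SF1a, a membrane protein of the tetraspanin type, had a residual SD of 1.01 log2 units. Its turned ratios, which still hold the common profile, ranged from -2.08 to 2.55. HSP90B1, a chaperone of the endoplasmic reticulum, had 0.99, GATM 0.77, the liver fatty acid binding protein FABP1 0.72, the fibrinogen chain FGB 0.71 and the complement component C3 0.70, against a median of 0.145 over all features. Each array compares 1 pair of birds, so bird and array cannot be separated in these values.

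Markers of macrophages and antigen presentation had a mean pairwise correlation across arrays that was higher than in 95% of 1000 random lists of the same size, than in 88.4% with the strength of the common profile taken out, than in 99.4% with the first component also out, and than in 100% with the common profile out and the look-alike columns left out. CYBB of the phagocyte oxidase had a residual SD of 0.46, the scavenger receptor MARCO 0.34, the complement component C1QC 0.34 and CD74 0.23. Ribosomal proteins stood above 92.3% of random lists, and above 10%, 98.9% and 100% in these settings. Fatty acid oxidation stood above 96.7%, 95.5%, 41.5% and 99.7% in the same order, and cholesterol synthesis above 98.8%, 98.3%, 87% and 92.1%, so the standing of a list depends on the setting.

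Whether genes of fatty acid and triglyceride synthesis deviate together from array to array was tested as a hypothesis, with GPAM at a residual SD of 0.59, ACACA at 0.48 and FASN at 0.47. Birds of a pair that differ in lipogenic state could make them do so, but the mean pairwise correlation was higher than in 92.1% of random lists, and than in 79.7% with the strength of the common profile taken out, whereas the test asked for more than 99% in each setting and took less than 95% as evidence against. For array-wide structure shared by all genes the share with the common profile and the first component taken out was 85.5%, but the list was under 95% before anything was taken out, so this value decides nothing. With the look-alike columns left out and the common profile taken out, the share was 99.5%, but other lists also stood high there, with 100% for ribosomal proteins and macrophage markers, 99.7% for fatty acid oxidation, 98.2% for coagulation and 96.3% for complement, so this value does not single out lipogenic genes. The limit of 95% was not suited to excluding a lipogenic state, because random lists were themselves correlated over all 24 columns (median 0.188, against -0.00171 in the last setting), a reason found after the result was seen. A lipogenic state of the birds is therefore neither shown nor excluded.

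Other assignments of the same columns tested the counts. Where the real count was 0, each assignment reaches it by construction, so such a test says nothing about chance. This applies to the mean over ages (100 of 100, highest other 1 feature) and to the interaction and the trend (100 of 100 each, highest other 2). At a single age only 3 assignments exist, too few for a share under 0.05. At 1, 3, 5 and 11 wk 3 of 3 reached the real count of 0, again by construction, with 0 as the highest other. At 7 wk 2 of 3 reached the real count of 163, with 208 as the highest other, and at 9 wk 1 of 3 reached the real count of 1, with 0 as the highest other.

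The column of 1 wk replicate 4 correlated at -0.161 on average with the 23 others, and at -0.236 with the 11 of its own dye orientation. It correlated at 0.575 with 1 wk replicate 3 and at 0.247 with 5 wk replicate 3, both of the opposite orientation. Turning it would set it against these columns. Without 1 wk replicate 4 the mean correlation between columns of the same orientation was 0.359. The mean correlation was 0.309 between columns of the same orientation and 0.303 between columns of opposite orientation, and 0.545 among the arrays of 9 and 11 wk.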
